A study of Mus musculus with 4 samples.

How the data were processed

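RNA of sorted mouse lung endothelial cells was extracted with the RNeasy Micro kit, amplified over the whole transcriptome from under 4 µL of RNA with a Discover-sc kit, and made into libraries with the TruePrep kit for MGI sequencers, per the labels' protocols. The mice received tamoxifen 5 times and were studied 6 weeks after transverse aortic constriction, per the labels. Amplification of little RNA can add spread between libraries and no molecular identifiers are named, so counts are not independent molecules. The aligner, the counting tool and strandedness are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart.

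The deposited table holds 17915 coding genes with NCBI Gene identifiers and 4 kinds of value per library. Its estimated counts, per the file headers read counts, are not whole for 16.2% to 17.9% of values, as when reads that fit several genes are shared among them; they were rounded to whole numbers for tests. The authors also deposited normalized counts, a signal close to the estimated count times one factor per library (0.946, 0.913, 1.113 and 0.94 for tdTomato+ 1 and 2 and ZsGreen+ 1 and 2, with ratios of single genes up to 0.955, 0.922, 1.124 and 0.949), and how the factor was made is not given in the sources used here. The FPKM and TPM columns are as the authors deposited them, and each TPM column sums to between 999999 and 1000001. No mitochondrial gene is among the rows analysed here, so the mitochondrial share planned as a quality measure was not computed. Chromosome accessions in the table are those of GRCm38; of the 17915 identifiers 17862 matched the RefSeq table of the same assembly, from which printed gene spans come where both give the same span.

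Total counts were 17399497 and 18574737 for tdTomato+ replicates 1 and 2 and 17050673 and 18165494 for ZsGreen+ replicates 1 and 2, with 15736, 15554, 14961 and 15047 genes with a count. Actb led every library with 1.12% to 1.26% of counts, and ribosomal protein genes took 5.11% to 6.8%. Haemoglobin genes took at most 0.0046%.

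Groups and replicate numbers come from the sample titles. edgeR 4.0.16 under R 4.3.3 compared tdTomato+ with ZsGreen+ libraries with its two-sided quasi-likelihood F-test, TMM normalization (factors 1.045, 1.026, 0.927 and 1.005) and filterByExpr with a minimum count of 10, which left 13177 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. CPM values use the TMM-scaled library sizes, and standard errors were taken as the absolute log2 fold change over the square root of F. The common biological coefficient of variation was 26.1%. With 2 against 2 libraries a permutation of labels cannot go below an exact two-sided p of 0.333, so no single-gene permutation test is given.

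Before the data were examined, 35 gene lists of 493 genes, the rule for named genes, the main test and most alternatives were fixed. Of the 493 genes 7 are not among the rows analysed here. Named are Acta2, then among called genes with both libraries of one group on one side of both of the other, a mean of at least 5 CPM and a symbol that is not a predicted, RIKEN, mitochondrial, ribosomal protein, immunoglobulin or T cell receptor name the 10 with the largest rise and the 10 with the largest fall, and up to 4 members per list with the smallest p and a mean of at least 1 CPM. Members outside this rule are said to be named after their values were seen. These are Sfrp2, Gm1987, Prox1, Lyve1, Sirpa, Loxl2, Sparcl1, Lyz2, Ccl21b and the copies that share the counts of Ccl21c. In the closing section they are Myh11, the other actins and the clock and replicate-number genes. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01. Benjamini-Hochberg adjustment ran over the 35 lists, and fry and camera with an estimated correlation were alternatives. With an estimated correlation camera uses the residual degrees of freedom, 2 here, so a missing call is weak evidence against a list.

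The tests were run on simulated data first, with counts drawn for the 13177 genes of this comparison. In each of 5 runs 50 genes were changed at each fold, all taken from genes with a mean of at least 5 CPM. Detection of changes in lower genes was not simulated. edgeR called 32% of 2-fold, 90% of 4-fold and 100% of 8-fold and 16-fold changes, and 75 of 64885 unchanged genes. Camera with the preset correlation gave p under 0.05 for 10 of 500 random lists and called a raised list of 15 genes in 5 of 5 runs; simulated genes varied independently, which real genes do not.

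Alternatives were RLE and upper quartile factors, DESeq2 1.42.0, limma-voom, no filter and 2 stricter filters on low counts, leaving out each library, a replicate block, library sizes without ribosomal protein and haemoglobin genes, a log2 fold change of at least 1, and limma with trend on log2 of FPKM plus 1 or plus 0.1 over genes at 1 FPKM or more in 2 libraries. A fold change on that scale understates the change of low genes. Chosen after seeing the data were the factors implied by the deposited normalized counts, identical rows kept once, and robust estimation of the prior spread. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.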

Results

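The study asked what activation of the alpha smooth muscle actin locus means for gene expression in lung endothelial cells of mice whose aorta had been narrowed by transverse aortic constriction 6 weeks earlier. The mice carried Cdh5-CreER, a tamoxifen-inducible recombinase driven in endothelium, a Dre recombinase placed under the alpha smooth muscle actin gene, and a reporter that marked endothelial cells with ZsGreen and marked them with tdTomato once that gene had been active, even for a short time. Bulk RNA sequencing of sorted cells gave 4 libraries, 2 of tdTomato+ cells and 2 of ZsGreen+ cells, each labelled as a biological replicate. The libraries held 17399497 and 18574737 counts over coding genes for tdTomato+ cells and 17050673 and 18165494 for ZsGreen+ cells. Whether the replicates, or the same-numbered libraries of both groups, came from separate mice is not given in the labels, so p-values measure the spread between these libraries only. Values are CPM, counts scaled to a common library size, as mean ± SD with n = 2 per group, and log2 fold changes are tdTomato+ over ZsGreen+ with their standard error (SE).

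Acta2, which encodes alpha smooth muscle actin and whose locus the recorder reads, was higher in tdTomato+ cells, at 416 ± 158 CPM against 85.3 ± 3.33 CPM. The libraries stood at 303.9 and 527.5 CPM in tdTomato+ cells and at 87.6 and 82.9 CPM in ZsGreen+ cells. The gene was thus also read in libraries of cells without the recorded mark. Whether those reads came from the sorted cells themselves was not tested. The log2 fold change was 2.29 (SE 0.29, edgeR adjusted p = 0.0432). Acta2 (NCBI Gene 11475) spans positions 34240336 to 34255585 of chromosome 19 in GRCm38. The call ended without tdTomato+ replicate 2, where the log2 fold change was 1.86 (edgeR adjusted p = 0.126), and without ZsGreen+ replicate 2, where it was 2.24 (edgeR adjusted p = 0.111). Of the other 12 contractile genes tested from the smooth muscle list, none passed edgeR's test adjusted over the list alone. The next by p were Tpm2, a tropomyosin, with a log2 fold change of 1.22 (SE 0.45), Lmod1, leiomodin, with 1.65 (SE 0.75), and Actg2, enteric smooth muscle actin, with 1.24 (SE 0.61). These 3 genes lay at or under 14.6 CPM in every library.

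Pthlh, Olfm2, Fads2, Ccdc80 and Mgp were among the genes that rose in tdTomato+ cells beside Acta2, while Reln, Mmrn1, Thy1 and Ccl21c fell. edgeR called 40 of 13177 genes, 22 higher and 18 lower in tdTomato+ cells, with folds from 2.64 to 21.8. The largest fold was that of Sfrp2, a secreted Wnt modulator named after its value was seen, at 12 and 6.2 CPM against 0.38 and 0.44 CPM; its mean of 4.75 CPM is below the 5 CPM asked of named genes. The largest rises by the rule for named genes were in Pthlh, parathyroid hormone-like hormone, with a log2 fold change of 3.20 (SE 0.36), and Olfm2, the secreted olfactomedin 2, with 2.74 (SE 0.27). Afap1l2, an actin filament-associated adaptor, rose by 2.31 and Fads2, a fatty acid desaturase, by 2.29 on the log2 scale. Ccdc80, a matrix-associated protein, rose by 2.24, and Mgp, matrix Gla protein, an inhibitor of calcification, rose from 146 ± 25.4 to 680 ± 120 CPM. The protease inhibitor Spint2 (2.13), the membrane protein Tmem255b (2.10) and Kank1, a regulator of the actin cytoskeleton (2.06), complete the set. The edgeR adjusted p of these genes and of Acta2 lay between 0.0304 and 0.0465.

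The largest falls by the rule for named genes were in Reln, the secreted glycoprotein reelin, with a log2 fold change of -3.20 (SE 0.41), and Mmrn1, multimerin 1, with -3.10 (SE 0.39). Thy1, a cell surface glycoprotein, fell from 64.5 ± 9.63 CPM in ZsGreen+ cells to 8.28 ± 1.36 CPM in tdTomato+ cells. Ccl21c, a chemokine bound by CCR7, had a log2 fold change of -2.88 (SE 0.31), and the unnamed gene LOC100041504 one of -3.09 (SE 0.21). Gm1987, a predicted gene that the rule leaves out and that is named after its value was seen, stood at 335 and 496 CPM against 2630 and 4925 CPM (-3.18, SE 0.37). Further falls were in Xpnpep2, an aminopeptidase (-2.77), Fxyd6, a regulator of the sodium pump (-2.39), Ntrk2, the neurotrophin receptor TrkB (-2.36), Pard6g, a cell polarity protein (-2.17), and the keratin Krt80 (-2.05). The edgeR adjusted p of these genes lay between 0.0265 and 0.049. Ccl21c shares its counts exactly with Gm13304, Gm10591 and Gm21541, near-identical copies on chromosome 4, so reads among these 4 rows cannot be assigned and the 40 calls hold 37 distinct count patterns. Summed over 5 rows, those of Ccl21b, Ccl21c and its copies, the level was 110 and 126 CPM in tdTomato+ cells. In ZsGreen+ cells it was 778 and 1157 CPM. Gm1987 and LOC100041504 were not among the summed rows, and whether they encode the same chemokine was not examined. Mgp lies at 136872435 to 136875823 on chromosome 6, Reln at 21884454 to 22344705 on chromosome 5 and Thy1 at 44043384 to 44048579 on chromosome 9 of GRCm38.

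**Figure D1:**
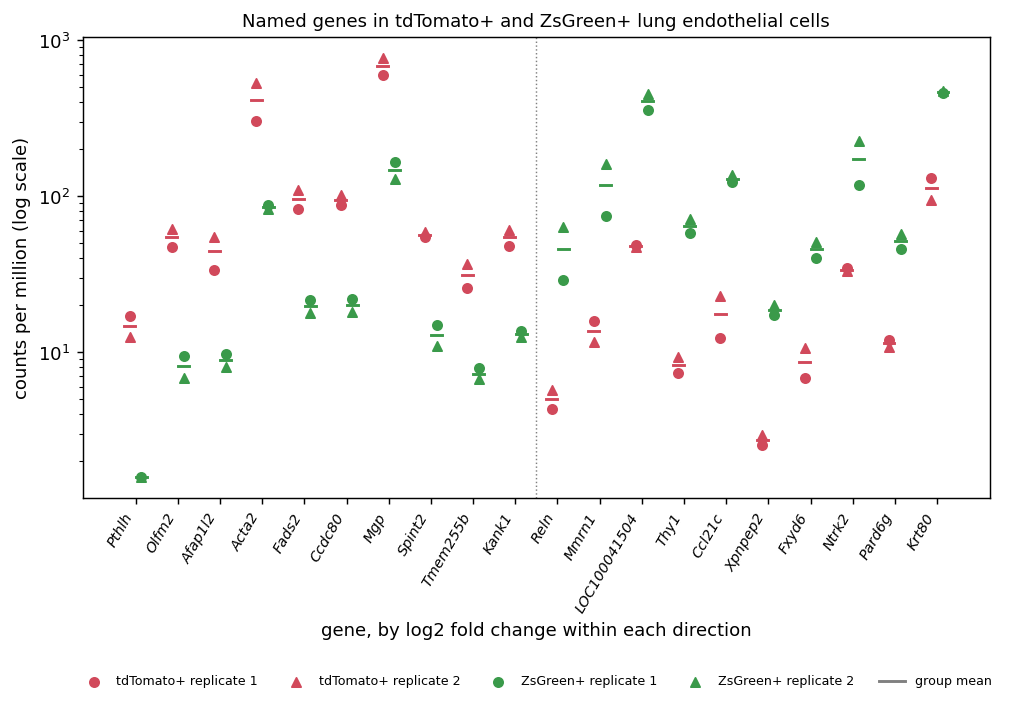
CPM (log axis) of the 10 named genes with the largest rise and the 10 with the largest fall in tdTomato+ cells; each point is 1 library, the symbol its replicate number, the short line the mean of 2 libraries. The rule for named genes takes only genes with both tdTomato+ libraries on one side of both ZsGreen+ libraries, so all 20 show this by selection. Acta2 is among them (303.9 and 527.5 against 87.6 and 82.9 CPM).

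The count of 40 depended on single libraries: it was 17 without tdTomato+ replicate 1, 4 without tdTomato+ replicate 2, 304 without ZsGreen+ replicate 1 and 26 without ZsGreen+ replicate 2. DESeq2 called 330 genes and edgeR without a filter on low counts 128, each including all 40, while the deposited FPKM values gave 26 calls, 17 higher and 9 lower.

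Lymphatic endothelial genes were lower in tdTomato+ cells, with a median log2 fold change of -2.39 over 9 members tested. Over all genes 4 of the 9 fell, and adjusted over the list alone 8 did. Those 4 were Thy1, Fxyd6 (-2.39), Mmrn1 and Reln, and the list's tests adjusted over the list alone also took in Prox1, the lymphatic lineage regulator, named after its value was seen, at 4.1 and 3.8 CPM against 6.9 and 17.9 CPM (log2 fold change -1.65, SE 0.49). Lyve1, a hyaluronan receptor named here after its value was seen, was the exception at 0.42 (SE 0.31). The list passed limma's camera with a preset correlation (adjusted p = 2.65e-10), and camera with an estimated correlation did not call it (adjusted p = 0.387).

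Genes of both kinds of alveolar capillary cell were lower as well. Aerocyte (aCap) genes had a median log2 fold change of -0.83 over 14 members, with 1 fall over all genes and, adjusted over the list alone, 10 falls and 1 rise. Prx, periaxin, fell from 101 ± 15.2 to 30.2 ± 2.22 CPM (log2 fold change -1.74, SE 0.20), and the list's falls included the transcription factor Tbx2 (-1.68), the carbonic anhydrase Car4 (-1.11) and the sulfotransferase Chst1 (-0.92). The single rise was in Sirpa (1.03, SE 0.34), an inhibitory receptor known from myeloid cells and named after its value was seen. General capillary (gCap) genes had a median of -0.41 over 12 members, with no call over all genes and 3 falls adjusted over the list alone. These were Gpihbp1, the capillary anchor of lipoprotein lipase (-1.37, SE 0.21), the semaphorin Sema3c (-1.72, SE 0.39) and the receptor Glp1r (-1.56, SE 0.37). Both lists passed camera with the preset correlation (adjusted p = 1.72e-08 and 0.000293), and neither was called with an estimated correlation (adjusted p = 0.387 for each). Their estimated correlations, -0.076 and -0.063, lay below the preset 0.01, so a higher correlation did not end these calls. Camera called the lymphatic, aCap and gCap lists without any 1 of the 4 libraries.

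Venous endothelial genes were higher in tdTomato+ cells, with a median log2 fold change of 1.31 over 12 members. Over all genes 3 rose, and adjusted over the list alone 6 did. Vcam1, an adhesion molecule for leukocytes, stood at 294 and 276 CPM in tdTomato+ cells and at 83.2 and 58.8 CPM in ZsGreen+ cells, and Cpe, carboxypeptidase E, rose by 1.77 and Car8, a carbonic anhydrase-related protein, by 1.65 on the log2 scale. Vwf, von Willebrand factor, passed adjusted over the list alone at 1.47 (SE 0.25). Arterial genes had a median of 0.37 over 16 members, with 2 rises over all genes, 7 adjusted over the list alone and no fall. Both called members, Mgp and Fbln2, are matrix proteins, and the connexin Gja5 (2.01, SE 0.33) and the elastic fibre protein Fbln5 (1.66, SE 0.31) were among the further rises. Camera with the preset correlation gave an adjusted p of 1.88e-06 for the venous and 0.0134 for the arterial list, and neither was called with an estimated correlation (adjusted p = 0.387 and 0.727). The venous call held without any 1 library, while the arterial call ended without tdTomato+ replicate 2 (camera adjusted p = 0.136) and without ZsGreen+ replicate 2 (0.0892).

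Extracellular matrix genes were higher, with a median log2 fold change of 0.75 over 35 members. Over all genes 2 rose, the collagen Col5a2 (1.64, SE 0.18) and fibronectin, Fn1 (1.80, SE 0.24), and adjusted over the list alone 14 rose and 2 fell. The gelatinase Mmp2 (1.98, SE 0.27) and biglycan, Bgn (1.59, SE 0.28), were among the 14, and the 2 falls, named after their values were seen, were the lysyl oxidase Loxl2 (-0.88) and the matricellular protein Sparcl1 (-0.76). Mesenchymal transition genes had a median of 0.38 over 16 members, and the only one that rose, over all genes or adjusted over the list alone, was Fn1. The integrin Itgb3 (0.68, SE 0.18) and the receptor Tgfbr1 (0.76, SE 0.28) did not pass. Smooth muscle contractile genes had a median of 0.51 over 13 members and 1 rise, Acta2. Camera with the preset correlation gave adjusted p = 0.000924 for matrix, 0.00287 for mesenchymal transition and 0.0204 for contractile genes, and none was called with an estimated correlation (adjusted p = 0.737, 0.727 and 0.801). The matrix call held without any 1 library, the mesenchymal call ended without ZsGreen+ replicate 1 (camera adjusted p = 0.156), and the contractile call ended without tdTomato+ replicate 2 (0.456) or ZsGreen+ replicate 1 (0.149).

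Genes of endothelial inflammatory activation were higher, with a median log2 fold change of 0.77 over 20 members, 1 rise over all genes, and 8 rises and 1 fall adjusted over the list alone. Vcam1 (2.00, SE 0.22), E-selectin, Sele (1.54, SE 0.24), and cyclooxygenase-2, Ptgs2 (1.74, SE 0.27), rose, and Lcn2, lipocalin 2, fell (-1.48, SE 0.21). The camera adjusted p was 2.76e-05 with the preset correlation and 0.727, no longer called, with an estimated one. The call held without any 1 library.

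Markers of other lung cell types stood higher in the tdTomato+ libraries beside the matrix, venous and inflammatory genes. Fibroblast markers had a median log2 fold change of 0.95 over 15 members, none called over all genes and 6 higher adjusted over the list alone, among them Pi16, a marker of adventitial fibroblasts, at 61.4 and 79.3 CPM against 18.2 and 7 CPM, and the collagens Col3a1 and Col14a1. The matrix list holds 5 of these 15 genes. Macrophage markers had a median of 1.03 over 12 members and none passed either test; Plet1 stood at 89.6 and 54.2 CPM against 35.2 and 14 CPM. Lyz2, lysozyme, the most abundant of that list and named after its value was seen, stood at 3953 and 1969 CPM in tdTomato+ cells and 2269 and 469 CPM in ZsGreen+ cells. Neutrophil and monocyte markers had a median of 0.94 over 9 members with none past either test, and S100a8 stood at 14.6 and 21.4 CPM against 12.7 and 6.1 CPM. Markers of alveolar type 2 cells had a median of 0.93 over 10 members, none called over all genes and 1 adjusted over the list alone, the surfactant gene Sftpb (1.36, SE 0.24). Camera with the preset correlation gave adjusted p = 0.000924, 0.00287, 0.00316 and 4e-05 for these lists in turn, and none was called with an estimated correlation (adjusted p = 0.727, 0.737, 0.727 and 0.727). The type 2 call held without any 1 library; the fibroblast call ended without tdTomato+ replicate 2 (camera adjusted p = 0.151) and without members shared with other lists (0.0658), the macrophage call without tdTomato+ replicate 1 (0.0544) or ZsGreen+ replicate 2 (0.509), and the neutrophil call without ZsGreen+ replicate 2 (0.0718).

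Metabolic and antigen presentation genes lay slightly lower and cell cycle genes slightly higher in tdTomato+ cells, with no member past edgeR's test over all genes or adjusted over the list alone. The median log2 fold change was -0.32 for hypoxia and glycolysis, with the mitophagy receptor Bnip3 at -0.88 (SE 0.20) and the hypoxia-induced Ankrd37 at -1.10 (SE 0.28). It was -0.19 for oxidative phosphorylation, -0.13 for antigen presentation and 0.35 for the cell cycle. Camera with the preset correlation gave adjusted p = 0.000924, 0.00316, 0.0178 and 0.0312 for these lists in turn, and none was called with an estimated correlation (adjusted p = 0.387, 0.801, 0.727 and 0.912). The hypoxia call held without any 1 library. The oxidative phosphorylation call ended without tdTomato+ replicate 1 (camera adjusted p = 0.128) or ZsGreen+ replicate 1 (0.156), the antigen presentation call without tdTomato+ replicate 2 (0.223) or ZsGreen+ replicate 1 (0.177), and the cell cycle call turned to the other direction without tdTomato+ replicate 2 (0.839) or ZsGreen+ replicate 1 (0.708).

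**Figure D2:**
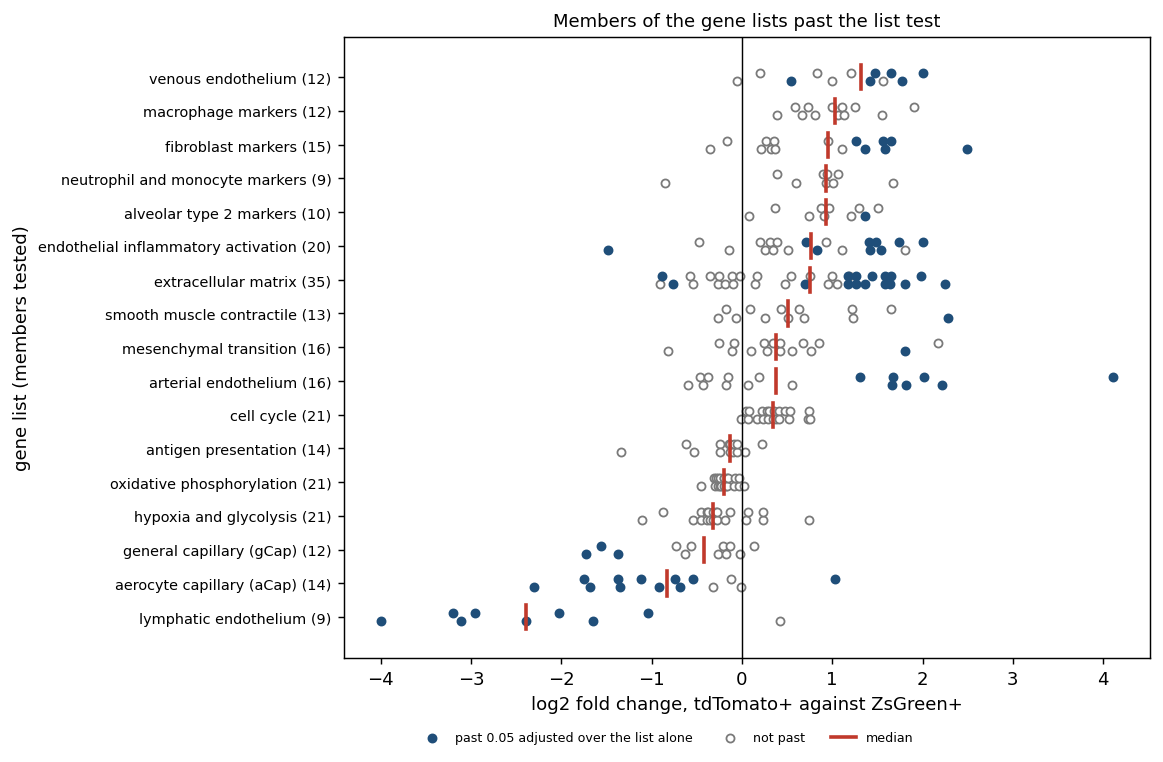
Log2 fold change (tdTomato+ over ZsGreen+) of each tested member of the 17 gene lists past camera's test with a preset correlation; filled points passed edgeR's test adjusted over the list alone, open points did not, and the vertical line is the list's median. Medians run from -2.39 for lymphatic endothelium to 1.31 for venous endothelium.

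The other 18 lists did not pass camera's test, with adjusted p from 0.102 to 0.971. Endothelial identity genes had a median log2 fold change of -0.14 over 25 members, none of which passed either test, with Nos3, endothelial nitric oxide synthase, at 1.09 (SE 0.27) and the tight junction gene Cldn5 at -0.84 (SE 0.22). Adjusted over the list alone, 3 of 28 TGF-beta and BMP signalling genes rose (Bmp4, Ccn2 and Smad3), as did 1 of 15 Notch genes (Hey2) and 2 of 16 shear response genes (Nos3 and Ptgis). In the lipid handling list the fatty acid carrier Fabp4 rose (2.35, SE 0.36), while Gpihbp1 and the scavenger receptor Cd36 fell. Gpm6a of the mesothelial list (2 members tested) and Nppb of the cardiomyocyte list (5 members tested) fell adjusted over the list alone. Nppb lay near the floor, at 0.33 and 0.26 CPM in tdTomato+ cells and 1.9 and 4.7 CPM in ZsGreen+ cells. No member passed in the lists of tip cell, interferon, senescence, immediate early, pericyte, alveolar type 1, airway, T and NK cell, B cell, platelet and erythroid genes. Median, mean and camera's direction did not share a sign in 8 of these lists. The median was below and the mean above 0 for TGF-beta and BMP (-0.05 and 0.09, test up), Notch (-0.10 and 0.16, test down), tip cell (-0.06 and 0.11, test down), interferon (-0.03 and 0.02, test down) and lipid handling genes (-0.11 and 0.09, test down). Median and mean were 0.27 and 0.34 for alveolar type 1 markers with the test down, -1.04 and -0.68 for airway markers with the test up, and 0.08 and -0.42 for cardiomyocyte markers with the test down. Some of these lists were called without 1 library, as given under the dependence on processing, and the endothelial identity list was called lower without members shared with other lists (camera adjusted p = 0.046). The airway marker Scgb1a1, a club cell secretory protein, stood at 47.6 and 54.4 CPM in tdTomato+ cells and at 17.7 and 384 CPM in ZsGreen+ cells.

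Over 13177 genes the Pearson correlation of log2 CPM was 0.971 between the tdTomato+ libraries and 0.956 between the ZsGreen+ libraries, and it ran from 0.942 to 0.968 between groups, a mean gap of 0.008. Between groups it was 0.968 and 0.960 for libraries of the same replicate number, about as high as within groups, and 0.953 and 0.942 for the others. In 38.1% of genes the groups did not overlap, where chance alone gives 33.3%.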

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

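Chosen only after the data were seen were the deposited factors, identical rows kept once and the robust prior spread. All 40 called genes kept their direction in every setting that tested them, and all 40 were called again with RLE factors, DESeq2, no filter and the deposited factors. RLE factors gave 41 calls, upper quartile factors 37, limma-voom 33, at least 1 CPM and 10 counts 44, a mean of at least 5 CPM 46, library sizes without ribosomal protein and haemoglobin genes 33, the deposited factors 43, identical rows once 31 and the robust prior spread 51; a minimum log2 fold change of 1 could not change the 40, whose smallest fold is 2.64. DESeq2 called 330 genes (204 higher, 126 lower in tdTomato+ cells) and edgeR with no filter 128 (83 and 45); the cause was not tested. FPKM with a pseudocount of 1 gave 26 (17 and 9) and with 0.1 gave 27 (17 and 10). Leaving out 1 library gave 4 to 304 calls, 0 to 203 higher and 4 to 101 lower, with the 4 lowest calls without tdTomato+ replicate 2; a lone library was then assumed to vary like the other group. Among the 20 genes with the largest changes by the rule for named genes, most lost their call without tdTomato+ replicate 1 or 2. Fewer lost it without ZsGreen+ replicate 2, and all kept it without ZsGreen+ replicate 1. The Acta2 log2 fold change lay between 1.86 and 2.63 with a library left out and kept its call in every setting that kept all 4 libraries. At these depths edgeR called 32% of simulated 2-fold changes in genes of at least 5 CPM, so changes of that size were often not detectable.

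Of the 35 lists 17 were called in the main test, and 17 with RLE factors, 17 with the replicate block, 17 without shared members (endothelial identity gained, 0.046, and fibroblast markers lost, 0.0658) and 15 to 19 with a library left out. Camera with an estimated correlation called 0 lists, with 2 at an unadjusted p under 0.05, and fry called 0, with 5 at an unadjusted p under 0.05. Camera with an estimated correlation rests on 2 residual degrees of freedom, so its missing calls are weak evidence against a list. With a library left out, camera adjusted p lay between 3.79e-05 and 0.839 for the cell cycle, 0.0397 and 0.842 for alveolar type 1, 0.00157 and 0.988 for mesothelial, 0.00587 and 0.321 for immediate early, and 0.0344 and 0.889 for airway genes, each with a turn of direction. Turns of a called list, or past the test, came without tdTomato+ replicate 1 for alveolar type 1 and mesothelial genes, without tdTomato+ replicate 2 or ZsGreen+ replicate 1 for the cell cycle, and without ZsGreen+ replicate 1 for immediate early (0.018) and airway genes (0.0347); the cause was not tested. In their first direction T and NK, B, platelet, erythroid, cardiomyocyte, immediate early and airway lists were called in some of these runs. The gap in library correlation between and within groups was 0.011 over genes of at least 5 CPM and 0.006 with Spearman.

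The labels give both groups the replicate numbers 1 and 2 without saying what they share. With the replicate number as a block edgeR called 934 genes (679 higher, 255 lower), among them all 40, with 1 residual degree of freedom and a prior so strong that every gene took nearly the same spread. As a hint from the data, not the design, deviations of same-numbered libraries from their group means correlated at 0.45, and a split of the 4 libraries by number gave 17 calls where the groups gave 40 and the crossed split 0. Of 127 other named genes 58 gained a call with the block, among them the macrophage markers Plet1, Marco, Adgre1 and Cd68, and camera's adjusted p for macrophage markers went from 0.00287 to 2.93e-07.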

Other observations

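All tests in this part were chosen after the result was seen, except that of the clock genes, whose 10 further members were fixed before their values were examined. In the process terms of the deposited annotation, leukocyte tethering or rolling (19 genes, median log2 fold change 0.93), leukocyte cell-cell adhesion (25 genes, 0.39) and collagen fibril organization (45 genes, 0.33) stood higher in tdTomato+ cells, and assembly of respiratory chain complex I (54 genes, -0.23), cytoplasmic translation (40 genes, -0.22) and ATP biosynthesis (22 genes, -0.26) lower. Among the other higher terms were those of immune cells, which moved with the macrophage and neutrophil markers: T cell activation (36 genes, 0.62), toll-like receptor signalling (19 genes, 0.66), classical complement activation (23 genes, 0.61), adaptive immune response (111 genes, 0.32) and inflammatory response (268 genes, 0.31). Leukocyte cell-cell adhesion, like immune response genes, was also lower in replicate 2 (median log2 ratio -0.39, camera adjusted p with the preset correlation 0.02). Camera with the preset correlation called 21 terms higher and 4 lower of 1590 terms of 15 to 300 genes; with an estimated correlation it called 0, and the unadjusted p for the first 6 named terms was then 0.0656, 0.191, 0.0722, 0.29, 0.508 and 0.2.

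Some genes of the circadian clock differed between the libraries numbered 1 and 2 in both groups, and others did not, such as Cry1 at 13.1 and 12.5 CPM in replicate 1 against 14.2 and 14.3 CPM in replicate 2. Nr1d1, a clock repressor, stood at 6.27 and 4.05 CPM in tdTomato+ and ZsGreen+ replicate 1 and at 123 and 93.4 CPM in replicate 2, and the clock output gene Dbp at 1.16 and 0.70 CPM against 26.1 and 19.6 CPM. Arntl, an activator of opposite phase, stood at 36.3 and 37.4 CPM against 11.3 and 15.1 CPM. The interferon-inducible Ifi204 stood at 32 and 30.7 CPM in replicate 1 of the 2 groups and at 1.79 and 1.42 CPM in replicate 2, the monocyte marker Ly6c2 at 4.68 and 8.23 CPM against 41.8 and 75.6 CPM, and the secreted protease inhibitor Serpine2 at 94.4 and 97.6 CPM against 435 and 630 CPM. Other myeloid genes went the other way, among them Chil3 at 1089 and 515 CPM against 308 and 73 CPM and the protease Ctss at 375 and 179 CPM against 112 and 30 CPM. By term, immune response genes (186 genes, median log2 ratio -0.43, camera adjusted p with the preset correlation 6.85e-09) were lower in replicate 2 and those of DNA replication initiation (20 genes, 0.60, 1.17e-05) higher, but camera with an estimated correlation called 0 terms here too (unadjusted p = 0.164 and 0.139).

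The higher Acta2 in tdTomato+ cells had 2 technical explanations. RNA of smooth muscle cells would raise the other contractile genes that are low in endothelium by about as much, yet the 6 of them under 20 CPM had a median log2 fold change of 0.95 (SD 0.64) against 2.29 (SE 0.29) for Acta2, and Myh11, abundant in smooth muscle, stood at 4.07 and 7.67 CPM against 2.85 and 4.71 CPM, which argues against it as the whole cause. Reads shared with the abundant actins would need a rise in these, and the larger log2 fold change of Actb and Actg1 was -0.11 (SE 0.21), which does not bear that out. A hypothesis left open is that tdTomato+ cells, sorted by a mark of past or present activity of this locus, still transcribe more of it, which no test here decides; the log2 fold change stayed at 1.86 without tdTomato+ replicate 2 and 2.24 without ZsGreen+ replicate 2, although both ended the call.

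Beside the higher matrix and vein genes stand higher markers of other cells. All fibroblast markers together gained 124 and 374 CPM within replicate numbers 1 and 2 and the vein genes 2374 and 3477 CPM. The ratio was at most 0.11, or 0.27 without Vwf. These levels argue against fibroblast RNA as the whole source of the vein genes only if fibroblasts hold little vein gene RNA beside their markers. That was not measured here, and the argument is weaker without Vwf. For the matrix genes a fibroblast source stays open. The 10 fibroblast markers outside the matrix list had a median log2 fold change of 0.34 (SD 0.86). That is less than 1 SD from the 0.75 of the whole matrix list. Macrophage markers were higher in tdTomato+ cells within replicate numbers 1 and 2 (median log2 ratios 0.78 and 1.89), and the 47 matrix and vein genes did not follow that increase (0.71 and 0.94). In tdTomato+ replicate 2 against ZsGreen+ replicate 1 they were higher (0.81, SE 0.16) where macrophage markers were not (-0.21, SE 0.33), which speaks against macrophage RNA as the whole cause but rests on 1 library per side and on numbers that shift both sets, so it is not excluded. A biological explanation, a larger share of cells of large vessels among tdTomato+ cells, may hold or not: the 16 artery genes had a median of 0.37 with 10 above 0 but include the matrix proteins Mgp, Fbln2 and Fbln5, and with no cell counts in bulk libraries a change of share cannot be told apart from a change within cells.

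For the difference between replicate numbers, a different time of day was tested on 10 clock genes, with at least 8 required to go the predicted way in both groups. Of these 6 did (Hlf, Per2, Per3, Arntl, Npas2 and Nfil3), while Ciart, Bhlhe41, Clock and Cry1 did not, so the bound set in advance was missed. A common shift of all 10 genes was thus not seen, which does not exclude a different time of day as part of the difference. Rpl34 was higher and its processed copy Rpl34-ps1 lower in replicate 2 (log2 ratios 3.09 and -9.81), while the sum of both differed by -0.13 (591 and 774 CPM in tdTomato+ replicates 1 and 2, 925 and 616 CPM in ZsGreen+), far less than either, which is consistent with reads moved between the copies, by a sequence variant or by counting. Differences between animals, handling days or library batches stay open and untested, since the labels say only that the replicates are biological.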
